A study of Homo sapiens with 6 samples.

How the data were processed

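H3K27ac HiChIP was measured in 6 libraries of primary human keratinocytes, 2 each on days 0, 3 and 6 of differentiation in culture. Per the submitters' processing notes, reads were processed with HiC-Pro on the human build hg19. Per the labels' descriptions, interactions were called with FitHiChIP at a q-value threshold of 0.01, and the versions of HiC-Pro and FitHiChIP are not given in the sources used here. The deposited lists give for each called interaction a pair of bins and a score, which the values show to be −log10 of the q-value (lowest 2.00, capped at 500). These scores were not normalized between lists. The bins are 5000 bp wide, and the interactions span 20000 to 2000000 bp. The labels also name lists called per day, which hold 466407, 242155 and 269444 interactions on days 0, 3 and 6. Of these, 42.6%, 44.7% and 43.9% were called in neither library of the day, so they served only as an alternative. The authors also deposited link tables per day, whose score equals that of the day's pooled list, and a table over all days whose scale was changed in a way not given in the sources used here and whose score was not used. Per their names, the link tables were filtered for overlap and by the irreproducible discovery rate.

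Each interaction was counted once, as a pair of bins on the same chromosome, and chromosome Y was left out throughout. The lists give calls, not reads, so the depth of the libraries is unknown and the length of the lists, 81440 to 220417 interactions, is the only measure of yield, a range of 2.71 times. The values are therefore numbers of called interactions, which depend on depth as well as on contacts, and an interaction missing from a list may lie just under the threshold. For list length, span and the Jaccard index, exact permutation tests ran over the 15 splits of the 6 libraries into 3 pairs, and for the Jaccard index also over the 6 splits whose pairs each join both replicate numbers. With 2 libraries against 2, no two-sided exact test can go below 0.333.

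Interactions were also counted per window of 100 kb (an interaction with a bin midpoint in the window) and per locus (at least 1 bin in the locus). Numbers were divided by the library total, multiplied by the mean total and transformed as log2 with 1 added. Windows and loci with a mean of at least 5 over the 6 libraries were fitted in limma 3.58.1 (R 4.3.3) with all 6 libraries in one fit, 3 residual degrees of freedom and a mean-variance trend in the empirical Bayes step. P-values were adjusted by the Benjamini-Hochberg method within each comparison, over windows or over loci alone, with a threshold of 0.05. The 50 loci and their broad, approximate hg19 bounds came from general knowledge and, like the tests and the main alternatives, were fixed before the data were examined. Gene positions in hg19 were not available here in an annotation, so planned fits per gene and tests of gene lists were not run. No gene is assigned to a window, and a locus may hold contacts of genes other than the one it is named after.

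Loci named are those past the threshold, the EDC, both keratin clusters, TP63, the desmosomal cadherin cluster and each control locus, except that some loci past the threshold are counted but not reported here by name. Windows named are, per comparison and direction, the 5 with the largest log2 change among those past the threshold whose libraries do not overlap. EDC windows other than the one from 153200001, and the loci described in detail at CEBPA and EGFR, were chosen after their values were seen.

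The window fit was tested on simulated numbers with the same means, library totals and a dispersion of 0.0651. With 200 of 6943 windows changed, changes of 4-fold were recovered in 43.9% (day 3 against day 0), 34.8% (day 6 against day 0) and 33.3% (day 6 against day 3) of cases, with 0 false calls. With 2000 changed, changes of 4-fold were recovered in 69.7%, 63.7% and 63.7% and changes of 2-fold in 13.8%, 13.5% and 15.6%, and 5.34%, 3.42% and 5.54% of the calls were false. In these simulations the fit therefore missed most changes of 2-fold or less. They used 1 dispersion for all windows and at most 2000 changed windows, whereas the real fit called 3662 on day 6 against day 0. Between the real days windows also shifted with their number of interactions, from a median of -1.60 to 0.72 on day 6 against day 0. The shares of false calls may therefore not hold for the real fit.

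Whether replicate numbers pair the libraries was checked by correlating the deviations of same-numbered libraries from their day means over the 6943 windows. The correlations were 0.23 for days 0 and 3, 0.256 for days 0 and 6 and 0.114 for days 3 and 6, all above 0.1, so the numbers were treated as pairing the libraries in the fit with the replicate number as a block (2 residual degrees of freedom), although the labels do not say what a number shares.

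Alternatives were median-of-ratios scaling, lists of equal length (the 81440 interactions with the highest score per library), a q-value of 0.001, 0.5 or 4 added before the logarithm, no minimum or a minimum mean of 10, windows of 50 or 250 kb, spans of at least 50 kb, the replicate block, and each library left out in turn. Chosen after the data were seen were no scaling, the full lists over the windows tested in the equal-length lists and the reverse, a centring of windows that follows their number of interactions (cyclic loess) and a centring of loci on regions of the same length with a mean number within 1.5 times. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for counting and plots.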

Results

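H3K27ac HiChIP joins DNA ends that lie close together in cross-linked chromatin and then enriches the joined fragments for acetylated lysine 27 of histone H3, a mark of active promoters and enhancers. It was applied to primary human keratinocytes, the epithelial cells of the epidermis, before differentiation (day 0) and on days 3 and 6 of differentiation in culture. Each of the 3 days had 2 libraries. Each library came as a list of called interactions, which are pairs of 5000 bp bins of the human genome build hg19 with more contacts than the caller's background at a q-value of 0.01. The lists held 178363 and 220417 interactions on day 0, 99207 and 97247 on day 3, and 81440 and 133345 on day 6. The number of read pairs behind each list is unknown, so a short list and a shallow library cannot be separated from the lists alone. The p-values below measure the spread between these 6 libraries, and the labels do not say whether the 2 libraries of a day came from separate cultures or donors.

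Day 0 had the longest lists. The mean was 199390 ± 29737 interactions on day 0, 98227 ± 1386 on day 3 and 107392 ± 36702 on day 6 (SD, n = 2), so the day 3 mean was 0.493 times and the day 6 mean 0.539 times that of day 0. An exact permutation test over the 15 splits of the 6 libraries into 3 pairs gave p = 0.2 for list length, and 0.0667 is the smallest p this design allows. The median span of an interaction was 87.5 kb on day 0 and 85 kb on days 3 and 6. Day 0 replicate 2 had a median of 90 kb and every other library 85 kb. All splits thus give the same spread between pairs, so the exact test (p = 1) could not decide whether spans differ. In the authors' pooled lists the median span was 120, 110 and 105 kb. In lists of equal length the direction turned, with 77.5 kb on day 0 and 82.5 kb on days 3 and 6.

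Libraries of the same day shared more interactions than libraries of different days. The Jaccard index (interactions shared by a pair of lists divided by the interactions in either) was 0.456 within day 0, 0.426 within day 3 and 0.388 within day 6. Between days it averaged 0.255 for days 0 and 3, 0.228 for days 0 and 6 and 0.273 for days 3 and 6. The within-day mean exceeded the between-day mean by 0.172, the largest difference among the 15 splits (exact one-sided p = 0.0667, the smallest possible). Among the 6 splits whose pairs each join both replicate numbers, the smallest possible exact p is 0.167, and this was the value. These splits respect a pairing of the libraries by replicate number, which was assumed and is not stated in the labels. Lists shortened to the 81440 interactions with the highest scores gave a difference of 0.186.

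**Figure D1:**
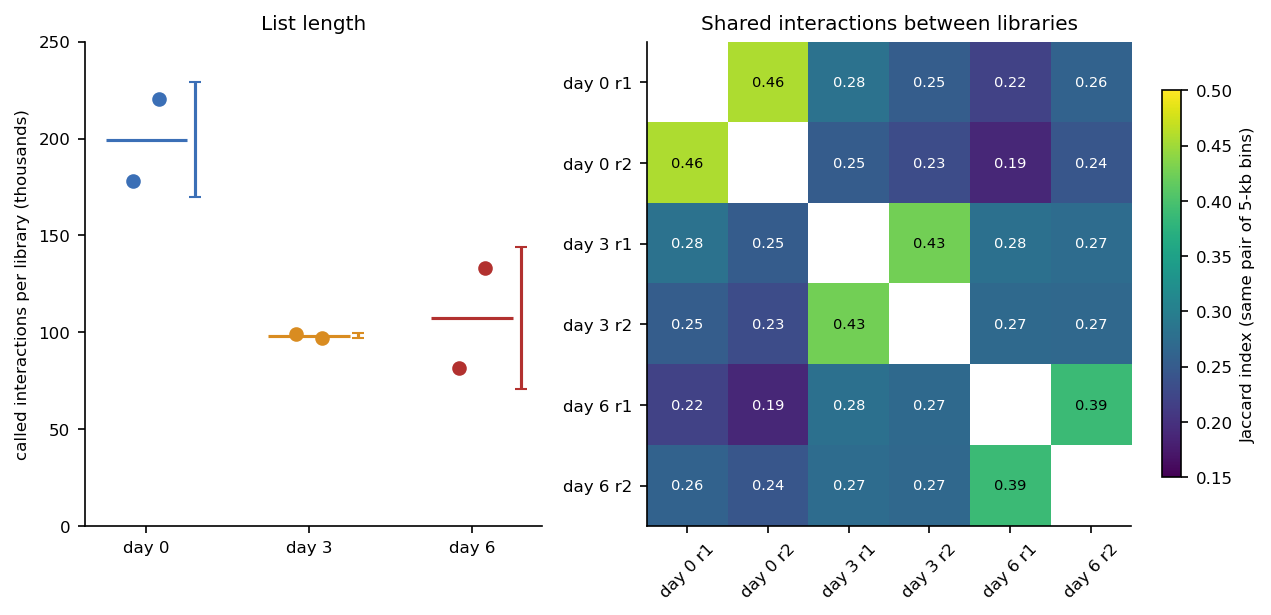
Left: called interactions per library (points, axis in units of 1000) with the mean and SD of each day. Right: Jaccard index for each pair of the 6 libraries. Day 0 libraries hold 178363 and 220417 interactions, and the 3 within-day indices (0.388 to 0.456) lie above all 12 between-day indices (0.189 to 0.282).

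Which interactions were present on which day was counted for those called in both libraries of a day. There were 124984 such reproducible interactions on day 0, 58666 on day 3 and 60069 on day 6, and 164692 on any day. Of these, 22517 (13.7%) were reproducible on all 3 days, 73504 on day 0 alone, 14833 on day 3 alone and 19845 on day 6 alone. Against day 0, 10365 interactions were gained on day 3 and 61622 lost, and 16632 were gained on day 6 and 62743 lost, where gained means reproducible on the later day and called in neither day 0 library, and lost the converse. Between days 3 and 6, 21056 were gained and 17497 lost. These balances depended on list length: in lists of equal length 16645 were gained and 20346 lost on day 3 against day 0, 20140 and 21209 on day 6 against day 0, and 17567 and 16361 on day 6 against day 3.

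Interactions at 50 loci, fixed before the data were examined, were then compared between days 6 and 0. CEBPA and the KLK cluster, both fixed as epidermal, had the smallest adjusted p among the loci whose share of all interactions rose. Each locus counts all interactions in its broad bounds, so a change is not assigned to the gene it is named after. The CEBPA locus (chromosome 19, 33.7 to 33.95 Mb) is named after a transcription factor of terminally differentiating keratinocytes. It went from 40 and 56 interactions on day 0 to 199 and 275 on day 6 (log2 change 3.19, SE 0.227, adjusted p = 1.01e-06). Its bin with the most partners in reproducible interactions started at 33865001 on days 0 and 3 and at 33780001 on day 6. The KLK cluster of kallikrein proteases, which loosen the outermost cell layers (chromosome 19, 51.3 to 51.6 Mb), went from 62 and 54 to 181 and 257 (log2 change 2.79, SE 0.237, adjusted p = 3.09e-06). KLF4, OVOL1 and ZNF750, transcription factors of epidermal differentiation, rose by 2.05 (SE 0.245), 1.97 (SE 0.239) and 1.69 (SE 0.231). PRDM1, which encodes the repressor BLIMP1, rose by 0.96 (SE 0.184), and FOSL2, an AP-1 subunit, by 1.00 (SE 0.159).

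Loci of several classes had a lower share on day 6 than on day 0, among them 4 of the 6 fixed as basal. EGFR, the epidermal growth factor receptor, fixed as a growth locus (chromosome 7, 54.9 to 55.4 Mb), held 278 and 375 interactions on day 0 and 34 and 46 on day 6 (log2 change -2.08, SE 0.187, adjusted p = 3.9e-06). LAMA3, a chain of a basement membrane laminin, fell by 2.68 (SE 0.388). COL17A1 and ITGA6, components of hemidesmosomes, fell as well, with log2 changes of -1.53 (SE 0.217) and -0.79 (SE 0.15), as did CAV1, a coat protein of caveolae (-0.66, SE 0.154). SMAD3, a mediator of TGF-beta signalling, fell by 1.13 (SE 0.23). The HOXA cluster fell by 2.39 (SE 0.528) and the HOXC cluster fell by 2.60 (SE 0.641). The HOXC change was -1.42 without day 6 replicate 1. Without scaling all these log2 changes, that of EGFR among them, were more negative (LAMA3 -3.58, COL17A1 -2.45, ITGA6 -1.72, CAV1 -1.58, SMAD3 -2.06, HOXA -3.27 and HOXC -3.47).

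In all, 43 of the 50 loci had enough interactions to be tested by limma with Benjamini-Hochberg adjustment over these loci alone, and on day 6 against day 0 17 were higher and 9 lower. The balance depended on the scaling, with 10 and 10 under median-of-ratios scaling and 6 and 14 without scaling. In each of the 26 called loci both day 6 libraries lay on the same side of both day 0 libraries, as did 36 of all 43 loci, where chance gives 33.3%. Among 24 epidermal loci 13 rose, 1 fell and 10 did not pass the threshold. Of 6 basal loci 4 fell and 1 rose, of 5 growth loci 2 rose and 2 fell, and both positional loci fell. The values are shares of each library's list: the numbers as called, without scaling (a fit chosen, like the centring on regions with similar numbers, after the data were seen), gave no call for PRDM1 (log2 change 0.03, adjusted p = 0.919) or FOSL2 (0.08, adjusted p = 0.804) and smaller rises for KLF4 (1.12), OVOL1 (1.05) and ZNF750 (0.77).

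**Figure D2:**
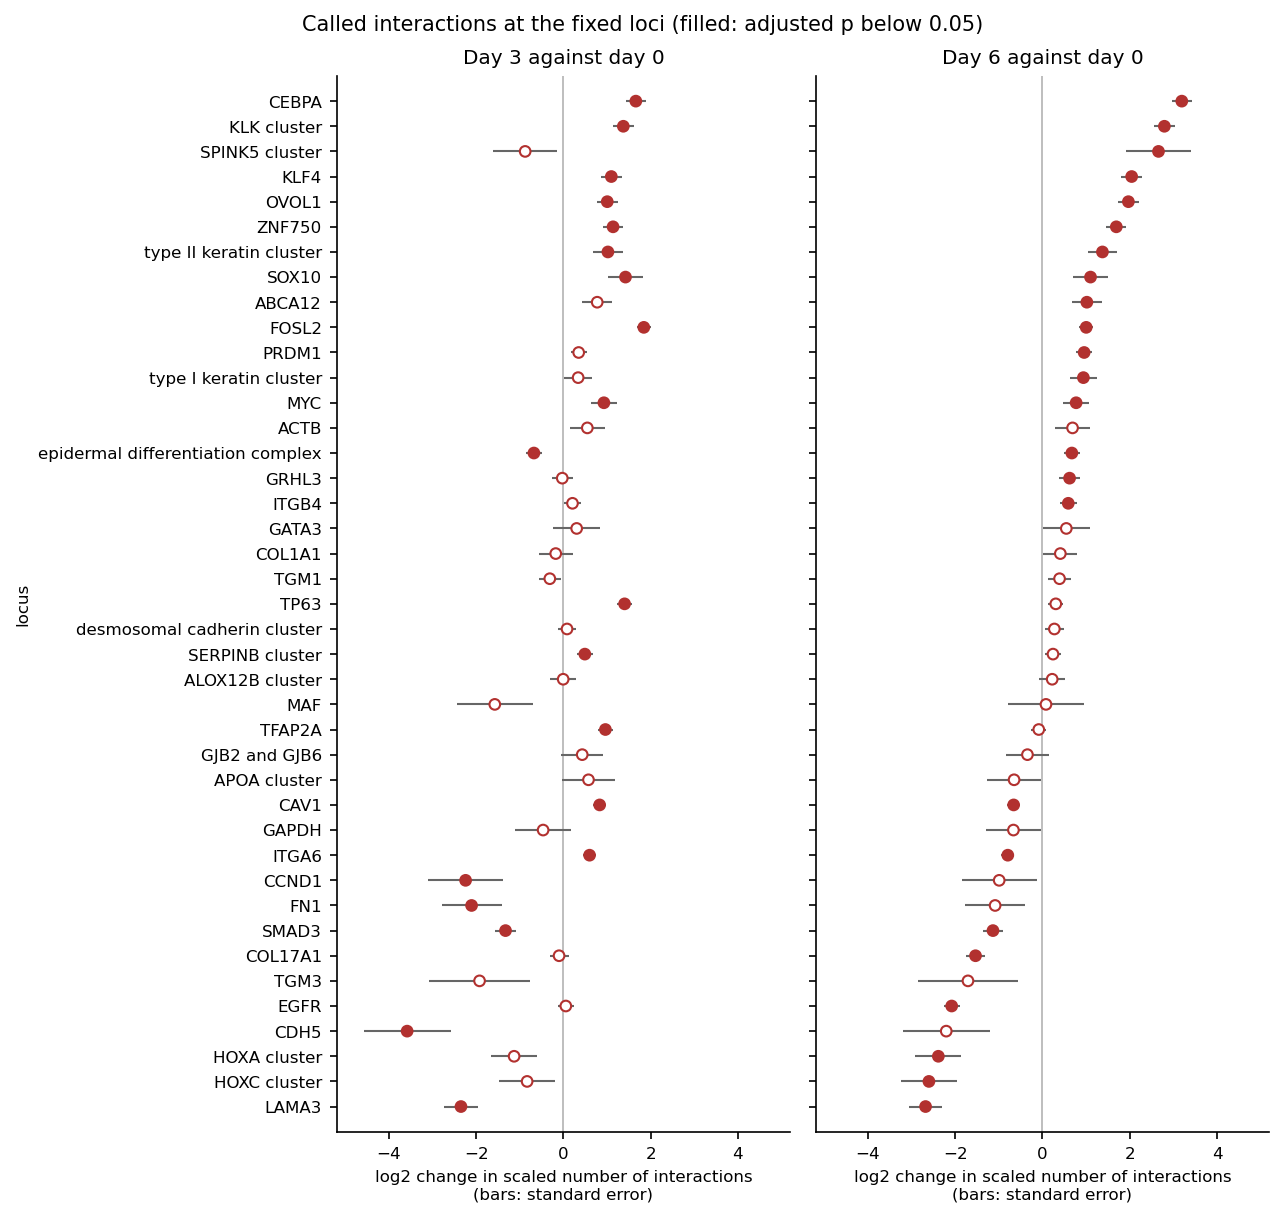
Log2 change in the scaled number of interactions at tested loci on day 3 (left) and day 6 (right) against day 0 (points, with standard errors as bars; filled points have an adjusted p below 0.05). CEBPA lies at 3.19 and EGFR at -2.08 on day 6 against day 0. At least 1 other scaling turns the direction at the EDC, TP63, GRHL3, MYC, ITGB4, the type I keratin cluster and the desmosomal cadherin cluster on day 6 against day 0, and at the type I keratin, desmosomal cadherin and SERPINB clusters, TFAP2A, MYC, ITGA6 and CAV1 on day 3 against day 0. It also does so at ACTB, GAPDH, COL1A1 and the APOA cluster and at other loci drawn with open points.

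Other day 6 calls ended when single libraries were left out, and several also under other settings. The type II keratin cluster (chromosome 12, 52.5 to 53.4 Mb) rose by 1.38 (SE 0.341, adjusted p = 0.00536), and the call ended without day 0 replicate 2 (adjusted p = 0.0772). Its change was 0.45 without scaling (adjusted p = 0.028) and 0.54 after centring on regions with similar numbers (adjusted p = 0.000951). The SPINK5 cluster of protease inhibitors rose by 2.66 (SE 0.738, adjusted p = 0.0106), ending without day 6 replicate 2 (adjusted p = 0.0943) and without scaling (1.78, adjusted p = 0.104). The epidermal differentiation complex (EDC), which encodes loricrin, involucrin and other proteins of the cornified envelope (chromosome 1, 151.9 to 153.65 Mb), rose by 0.67 (SE 0.191, adjusted p = 0.0112), but the call ended without day 0 replicate 2 or day 6 replicate 1 (adjusted p up to 0.0751) and the direction turned without scaling (-0.25). The call of the EDC also ended with median-of-ratios scaling (0.35, adjusted p = 0.111) and after centring on regions with similar numbers (0.23, adjusted p = 0.188). The type I keratin cluster rose by 0.94 (SE 0.318, adjusted p = 0.0261), ending without day 0 replicate 2, either day 3 library or day 6 replicate 1 (adjusted p up to 0.27), with median-of-ratios scaling (adjusted p = 0.0719) and without scaling (adjusted p = 0.95), and its change was -0.00453 after that centring. GRHL3 rose by 0.62 (adjusted p = 0.0452), ending without day 0 replicate 2, either day 3 library or day 6 replicate 1 (adjusted p up to 0.368), with median-of-ratios scaling (0.30, adjusted p = 0.225), in lists of equal length (0.20, adjusted p = 0.361) and at a q-value of 0.001 (adjusted p = 0.0659). Its change was 0.41 without day 0 replicate 2, 0.25 without day 6 replicate 1 and 0.99 without day 6 replicate 2, and it turned to -0.05 after that centring and to -0.30 without scaling.

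MYC rose by 0.77 (adjusted p = 0.0464), a call that ended without any 1 of the 6 libraries (adjusted p up to 0.431), with median-of-ratios scaling (adjusted p = 0.141), at a q-value of 0.001 and with no minimum number, and a direction that turned without scaling (-0.15) and after centring on similar regions (-0.21). ITGB4 rose by 0.59 (adjusted p = 0.0261), ending without either day 0 library (adjusted p up to 0.151), with median-of-ratios scaling (0.27, adjusted p = 0.244) and after centring on similar regions (adjusted p = 0.0508), and turning to -0.33 without scaling. ABCA12, a lipid transporter, rose by 1.02 (adjusted p = 0.0261), ending without either day 0 library or day 6 replicate 1 (adjusted p up to 0.108), with median-of-ratios scaling (adjusted p = 0.102), at a q-value of 0.001 (adjusted p = 0.101) and without scaling (0.11, adjusted p = 0.873). The desmosomal cadherin cluster (log2 change 0.27, adjusted p = 0.288) and TP63 (0.31, adjusted p = 0.158) did not pass the threshold, and both passed as lower without scaling (-0.65, adjusted p = 0.0123, and -0.62, adjusted p = 0.028).

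The comparison of day 3 with day 0 asks what has changed by the middle of the time course. TP63, the master regulator of stratified epithelia (chromosome 3, 189.2 to 189.75 Mb), held 415 and 488 interactions on day 0 and 535 and 651 on day 3, and its share rose by 1.40 (SE 0.172, adjusted p = 0.000121). FOSL2 rose by 1.84 (SE 0.159), CEBPA by 1.66 (SE 0.227), the KLK cluster by 1.37 (SE 0.237), ZNF750 by 1.14 (SE 0.231), KLF4 by 1.10 (SE 0.245) and OVOL1 by 1.01 (SE 0.239). The KLF4 change was 0.66 without day 0 replicate 1, and the OVOL1 change was 1.94 in lists of equal length (adjusted p = 0.000426). TFAP2A, a transcription factor of surface ectoderm, rose by 0.96 (SE 0.174) and CAV1 by 0.83 (SE 0.154), although without scaling both turned slightly negative (-0.05 and -0.18). LAMA3 fell by 2.35 (SE 0.388) and SMAD3 fell by 1.33 (SE 0.23). Without scaling the FOSL2 change was smaller (0.83), and those of LAMA3 and SMAD3 were more negative (-3.34 and -2.33).

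On day 3 against day 0, 15 loci were higher and 7 lower by limma with Benjamini-Hochberg adjustment, against 1 higher and 17 lower without scaling. Of the 22 calls, 10 rises and 2 falls were among the 24 epidermal loci. Both day 3 libraries lay beyond both day 0 libraries in all 22, which a call favours. They also did so in 35 of all 43 loci, where chance gives 33.3%. Numbers as called, without scaling, gave no call at TP63 (adjusted p = 0.163), CEBPA (0.156), the KLK cluster (0.435), ZNF750 (0.728), KLF4 (0.84) and OVOL1 (0.985). The EDC fell by 0.68 (SE 0.191, adjusted p = 0.0124), a call that ended without day 0 replicate 1 or day 3 replicate 1. Its change was -1.69 without scaling (adjusted p = 1.07e-07). The type II keratin cluster rose by 1.02 (adjusted p = 0.028), ending without any 1 library of day 0 or day 3 (adjusted p up to 0.299), and its change without scaling was 0.00721. The same 4 libraries ended the calls of MYC, which rose by 0.93 (adjusted p up to 0.333; -0.08 without scaling), and of CCND1, which fell by 2.24 (adjusted p up to 0.379). Centring on regions with similar numbers ended both calls (adjusted p = 0.133 and 0.0652), and that of CCND1 also ended with median-of-ratios scaling (adjusted p = 0.0536), at a q-value of 0.001 (adjusted p = 0.15) and with 0.5 added before the logarithm (adjusted p = 0.0574). The SERPINB cluster of serine protease inhibitors rose by 0.49 (adjusted p = 0.0369), ending without either day 0 library, day 3 replicate 2 or day 6 replicate 1 (adjusted p up to 0.218), and turned to -0.52 without scaling. It did not pass with median-of-ratios scaling (0.29, adjusted p = 0.164), in lists of equal length (0.18, adjusted p = 0.37) or after the same centring (0.14, adjusted p = 0.473).

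ITGA6 rose by 0.60 on day 3 against day 0 (adjusted p = 0.00697), ending without day 0 replicate 2 (adjusted p = 0.0606) and in lists of equal length (0.32, adjusted p = 0.103), and turning to -0.41 without scaling. FN1, the gene of fibronectin, fell by 2.10 (adjusted p = 0.027), ending without day 0 replicate 2, day 3 replicate 1 or either day 6 library (adjusted p up to 0.379, log2 change -1.18 without day 0 replicate 2), in lists of equal length (-1.47, adjusted p = 0.228) and at a q-value of 0.001 (adjusted p = 0.0696). MAF did not pass the threshold (log2 change -1.57, adjusted p = 0.164), although it did with the replicate number as a block (adjusted p = 0.0285). The type I keratin cluster (0.34, adjusted p = 0.418) and the desmosomal cadherin cluster (0.08, adjusted p = 0.758) did not pass either, but both passed as lower without scaling (-0.67, adjusted p = 0.00273, and -0.93, adjusted p = 0.000825) and were also negative in lists of equal length (-0.02 and -0.30). After centring on regions with similar numbers the type I keratin cluster was lower too (-0.52, adjusted p = 0.00147).

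From day 3 to day 6, 8 epidermal loci rose, and loci of the basal, growth and epidermal classes fell. The SPINK5 cluster went from 2 and 6 interactions to 27 and 100 (log2 change 3.54, SE 0.738, adjusted p = 0.00204), CEBPA rose by 1.53 (SE 0.227), the KLK cluster by 1.42 (SE 0.237) and the EDC, which had fallen by day 3, by 1.35 (SE 0.191, adjusted p = 0.000226). OVOL1 rose by 0.96 (SE 0.239). EGFR (log2 change -2.14, SE 0.187), CAV1 (-1.49, SE 0.154), COL17A1 (-1.43, SE 0.217), ITGA6 (-1.39, SE 0.15), TP63 (-1.10, SE 0.172), TFAP2A (-1.05, SE 0.174) and FOSL2 (-0.84, SE 0.159) fell.

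By limma with Benjamini-Hochberg adjustment 8 loci were higher and 8 lower on day 6 than on day 3. Among the 24 epidermal loci 8 were higher and 2 lower. Both day 6 libraries lay beyond both day 3 libraries in all 16 called loci, which a call favours. They also did so in 29 of all 43 loci, where chance gives 33.3%. KLF4 rose by 0.95 (adjusted p = 0.00823), ending without day 3 replicate 2 or either day 6 library (adjusted p up to 0.115). PRDM1 rose by 0.61 (adjusted p = 0.0208), ending without either day 3 library or day 6 replicate 1 (adjusted p up to 0.155, log2 change 0.37 without day 6 replicate 1) and at a q-value of 0.001 (adjusted p = 0.0643). The HOXC cluster fell by 1.77 (adjusted p = 0.0498), ending without either day 3 library or day 6 replicate 1 (adjusted p up to 0.26). The call also ended with median-of-ratios scaling (adjusted p = 0.0649), at a q-value of 0.001 (adjusted p = 0.0593), with 4 added before the logarithm (adjusted p = 0.0524) and with a minimum mean of 10 (adjusted p = 0.0535). Its change was -0.59 without day 6 replicate 1 and -2.96 without day 6 replicate 2. With the replicate number as a block, 4 more loci passed, namely GRHL3 (log2 change 0.65, adjusted p = 0.0505 without and 0.0216 with the block), TGM1 (0.70, 0.0501 and 0.0369), MAF (1.65, 0.154 and 0.0281) and the APOA cluster (-1.23, 0.146 and 0.0459). Neither keratin cluster passed (type II 0.36, adjusted p = 0.443; type I 0.60, adjusted p = 0.154), nor did the desmosomal cadherin cluster (0.19, adjusted p = 0.528), whose change was -0.01 without day 3 replicate 2 and -0.04 without day 6 replicate 1. The type I keratin cluster passed as higher in lists of equal length (0.63, adjusted p = 0.0298), after centring on regions with similar numbers (0.51, adjusted p = 0.0014) and without scaling (0.69, adjusted p = 0.00188), and the type II cluster without scaling (0.44, adjusted p = 0.0345).

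Within the EDC the changes went both ways. Of its 16 tested windows of 100 kb, 8 were higher and 2 lower on day 6 than on day 0. The window from 153200001 held 3 and 4 interactions on day 0, 0 and 1 on day 3, and 117 and 182 on day 6 (log2 change 5.82 against day 0, SE 0.544, adjusted p = 0.00071). The windows from 152400001, 152500001 and 152900001 rose by 2.89, 3.58 and 2.93. At the centromeric end the windows from 151900001 and 152000001 fell, with log2 changes of -1.69 and -1.29. Without any 1 library of day 0 or day 6, 4 to 5 windows were higher and 1 to 3 lower. Across the whole complex 520 interactions were reproducible on day 0, 135 on day 3 and 374 on day 6, with 191 gained and 262 lost on day 6 against day 0.

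**Figure D3:**
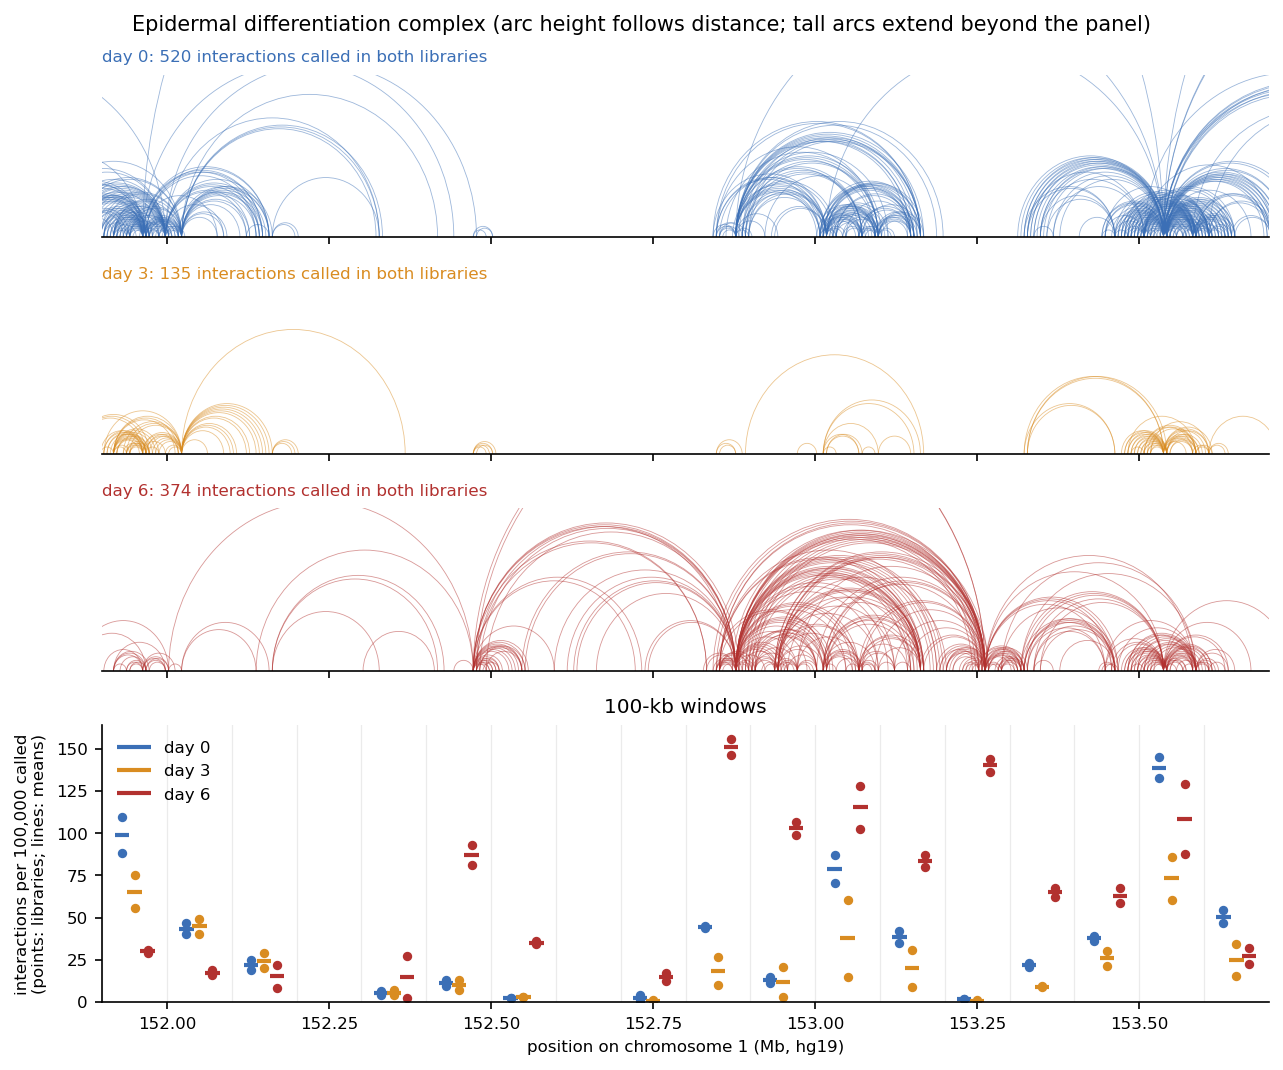
Interactions of the EDC called in both libraries of a day, drawn as arcs between their bins (520 on day 0, 135 on day 3, 374 on day 6), above the number of interactions per 100000 called in each 100 kb window (points are libraries, lines are means of each day). Arcs taller than a panel extend beyond it, and windows with a mean under 5 are left out. Windows between 152400001 and 153300001 stand highest on day 6, while the window from 151900001 is highest on day 0. The summed change of the complex on day 6 against day 0 turns from 0.67 to -0.25 without scaling.

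At CEBPA and EGFR the change was in opposite directions. Reproducible interactions at CEBPA numbered 32 on day 0, 57 on day 3 and 159 on day 6, with 108 gained on day 6 against day 0 and 0 lost. At EGFR they numbered 225, 122 and 22, with 0 gained and 173 lost.

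**Figure D4:**
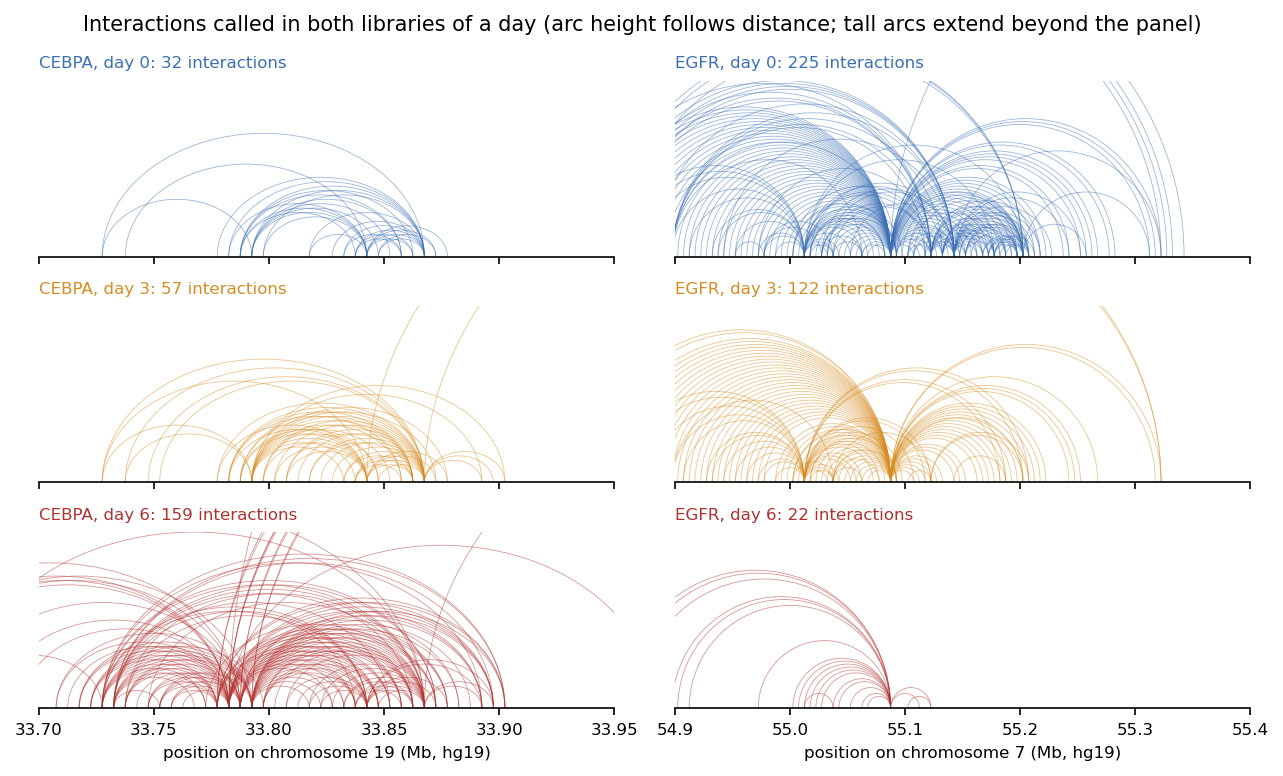
Interactions called in both libraries of a day at CEBPA (left; 32, 57 and 159 on days 0, 3 and 6) and EGFR (right; 225, 122 and 22), drawn as arcs along the hg19 position in Mb. Arcs taller than a panel extend beyond it.

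Some loci of other cell types and control loci were near the floor, and others were not. The beta-globin cluster and the ALB and AFP locus held 0 interactions in every library, INS at most 2 and PTPRC, an immune marker, at most 1. The melanocyte loci MITF and TYR and the fibroblast locus COL3A1 held at most 7 in any library and were not tested. COL1A1, a fibroblast locus, did not pass the threshold in any comparison (log2 change 0.41 on day 6 against day 0, adjusted p = 0.363, turning to -0.50 without scaling). SOX10, fixed as a melanocyte locus, spans 38.3 to 38.5 Mb of chromosome 22. On all 3 days its bin with the most partners in reproducible interactions lay at the edge, from 38300001. Of its 20, 38 and 22 reproducible interactions on days 0, 3 and 6, only 7, 7 and 3 had both bins inside. Its changes can therefore not be assigned to the SOX10 gene or to melanocytes. They were rises of 1.42 on day 3 (adjusted p = 0.0123) and 1.10 on day 6 (adjusted p = 0.0321) against day 0. Without scaling neither passed (0.43, adjusted p = 0.527, and 0.19, adjusted p = 0.787). Both changes of SOX10 passed in lists of equal length (2.27, adjusted p = 0.0044, and 1.86, adjusted p = 0.011). They also passed after centring on regions with similar numbers (1.57, adjusted p = 0.00394, and 1.52, adjusted p = 0.00386). Its day 3 call ended without either day 3 library (adjusted p up to 0.0933) and its day 6 call without any 1 library other than day 6 replicate 2 (adjusted p up to 0.162, log2 change 0.64 without day 6 replicate 1) and with median-of-ratios scaling (adjusted p = 0.1). CDH5, an endothelial locus, held 20 and 33 interactions on day 0 and 0 and 1 on day 3 (adjusted p = 0.0123), ending without either day 0 library (adjusted p up to 0.215). On day 6 it held 1 and 5, which passed with the replicate number as a block (adjusted p = 0.00879) and not without (0.0788). The APOA cluster, fixed as a silent control, was not silent. It held 20 and 37 interactions on day 0, 19 and 22 on day 3, and 6 and 13 on day 6. The housekeeping locus GAPDH held 27 and 35, 9 and 13, and 7 and 14. ACTB, GAPDH and the APOA cluster did not pass the threshold in the fit without the block. Their changes were 0.69, -0.67 and -0.65 on day 6 against day 0. The ACTB change turned to -0.22 without scaling but passed in lists of equal length (1.30, adjusted p = 0.0425) and after centring on regions with similar numbers (0.97, adjusted p = 0.0487), while that of GAPDH turned to 0.13 and that of the APOA cluster to 0.30 after the same centring.

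The whole genome was compared in windows of 100 kb, of which 6943 with a mean of at least 5 interactions were tested. On day 6 the window of chromosome 5 from 134400001 held 109 and 124 interactions, against 0 and 0 on day 0 and 2 and 0 on day 3. On chromosome 19 the window from 23900001 went from 2 and 1 on day 0 to 163 and 222 on day 6, and on chromosome 1 that from 43700001 from 1 and 3 to 112 and 186. The windows of chromosome 14 from 71100001 (37 and 99 on day 6) and of chromosome 20 from 43800001 (58 and 59) were listed at 0 in both day 0 libraries. The largest falls by day 6 were on chromosome 17 from 78800001, where 184 and 153 interactions on day 0 became 0 and 1, and on chromosome 9 from 14300001 (91 and 123 on day 0), chromosome 1 from 96900001 (76 and 98), chromosome 4 from 177300001 (64 and 116) and chromosome 5 from 14000001 (69 and 104), all listed at 0 in both day 6 libraries. In each of these 10 windows limma with Benjamini-Hochberg adjustment called the change.

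On day 3 the 2 neighbouring windows of chromosome 20 from 43700001 and 43800001 held 52 and 89, and 37 and 38 interactions, against 3 and 5, and 0 and 0 on day 0. The window of chromosome 11 from 95200001 was busy on day 3 alone, with 0 and 4 interactions on day 0, 60 and 52 on day 3, and 0 and 1 on day 6. Windows of chromosome 3 from 195000001 (30 and 34 on day 3) and of chromosome 9 from 87500001 (16 and 36) held 1 and 0 on day 0. The neighbouring windows of chromosome 10 from 122800001 (126 and 161 on day 0) and 122900001 (120 and 136) held at most 1 on day 3, and those of chromosome 14 from 98900001 (117 and 118), chromosome 2 from 53500001 (92 and 91) and chromosome 21 from 43400001 (81 and 103) were listed at 0 in both day 3 libraries. Calls ended without day 0 replicate 1 on chromosome 11 (adjusted p = 0.0537), and without day 0 replicate 1 or replicate 2 on chromosome 3 (0.0827 and 0.11), chromosome 9 (0.062 and 0.0828) and chromosome 21 (0.0904 and 0.0969).

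Between days 3 and 6 the largest rises were on chromosome 19 from 23700001 (0 and 0 to 200 and 270) and 23500001 (0 and 1 to 97 and 127), in the EDC window from 153200001 named above, on chromosome 20 from 50100001 (0 and 1 to 105 and 169) and on chromosome 17 from 70400001, which held 182 and 162 interactions on day 0, 1 and 1 on day 3, and 171 and 277 on day 6. The largest falls were in the chromosome 11 window from 95200001 and in windows listed at 0 in both day 6 libraries, on chromosome 1 from 182900001 (55 and 58 on day 3) and 184500001 (34 and 45), chromosome 2 from 12000001 (40 and 38) and chromosome 7 from 7200001 (28 and 40).

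Among all 6943 windows, limma with Benjamini-Hochberg adjustment called 917 higher and 1466 lower on day 3 than on day 0, 1087 higher and 2575 lower on day 6 than on day 0, and 1060 higher and 1745 lower on day 6 than on day 3. The share of higher among called windows, 38.5%, 29.7% and 37.8%, depended on the scaling. It was 53.6%, 42.7% and 39.4% in lists of equal length, where 4607 windows were tested, but already 50.2%, 40.4% and 40.7% in the full lists over the same windows. It was 35.6%, 38.2% and 49.2% with median-of-ratios scaling, and 52.0%, 53.6% and 53.2% after centring that follows the number of interactions per window, an alternative chosen, like the full lists over those windows, after the data were seen. That centring brings the median change of all tested windows to 0.06, -0.03 and 0.03, so a near-even share is largely given by construction. Without scaling the share was 7.0%, 10.6% and 44.0%. The median log2 change of all tested windows was -0.23, -0.75 and -0.34, so a window at 0 lies above the typical window. Leaving out day 0 replicate 1 left 170 higher and 357 lower on day 3 against day 0, 453 and 764 on day 6 against day 0, and 547 and 836 on day 6 against day 3, and leaving out day 0 replicate 2 left 161 and 315, 429 and 691, and 539 and 828. On day 3 against day 0 the counts were 498 and 1114 without day 3 replicate 1 and 390 and 929 without day 3 replicate 2, and on day 6 against day 3 the lower counts were 945 and 1046.

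The shift between days varied with how many interactions a window held. For day 6 against day 0 the median log2 change was -1.60 in windows with a mean of 5 to 10 interactions and 0.72 in those over 200. The 2 libraries of a day were also separated by such a trend, which as replicate 2 minus replicate 1 ran on day 6 from 0.54 to -0.45 and on day 0 from 0.20 to -0.28, while on day 3 the medians stayed from -0.0515 to 0.00367.

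**Figure D5:**
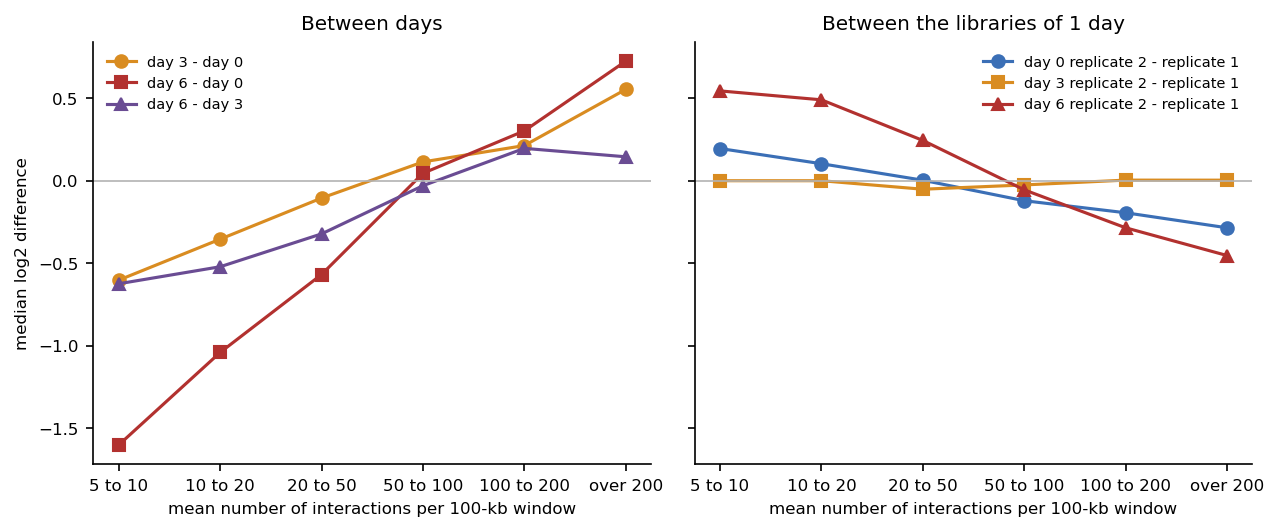
Median log2 difference of windows by their mean number of interactions, between days (left) and between the 2 libraries of each day, as replicate 2 minus replicate 1 (right). On day 6 against day 0 the median goes from -1.60 in the sparsest windows to 0.72 in the densest, and between the day 6 libraries from 0.54 to -0.45.

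The authors' own link tables held 39521 links on day 0, 16114 on day 3 and 16915 on day 6, all of which were called in both libraries of their day. They made up 31.6%, 27.5% and 28.2% of the reproducible interactions. Of the 50666 links on any day, 6136 (12.1%) were on all 3 days, 25145 on day 0 alone, 4093 on day 3 alone and 5680 on day 6 alone. The type II keratin cluster held 486, 430 and 628 links on days 0, 3 and 6, the KLK cluster 11, 14 and 60, and CEBPA 8, 20 and 59. The EDC held 193, 36 and 74, which is 0.488%, 0.223% and 0.437% of the day's links, and the type I keratin cluster 525, 285 and 472, or 1.33%, 1.77% and 2.79%. EGFR held 91, 52 and 3, and LAMA3 39, 3 and 2. These tables are per day, so the counts have no error.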

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

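Of the 64 locus calls over the 3 comparisons, 40 kept direction and threshold under every alternative for loci fixed before the data were examined. Of these, 30 also did so under the alternatives added after the data were seen (no scaling and matched-region centring). Spans of at least 50 kb were tried on windows only. Of the 30 calls of named windows, 26 held under every alternative tried on them, and the other 4 ended without day 0 replicate 1, 3 of them also without day 0 replicate 2. The excess of within-day over between-day overlap stayed positive, from 0.144 to 0.245. The replicate block kept all 64 locus calls and added CDH5 on day 6 against day 0 (adjusted p = 0.00879), MAF on day 3 against day 0 (0.0285) and 4 loci on day 6 against day 3. It changed no other call among the named results. The block gave 1041 higher and 1622 lower windows on day 3 against day 0, 1221 and 2769 on day 6 against day 0, and 1183 and 1906 on day 6 against day 3. The unknown read depth limits every count of calls.

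Counts of interactions moved with the definition. In equal-length lists 54850 were reproducible on day 0, 16645 were gained and 20346 lost on day 3 against day 0, and 21209 lost on day 6 against day 0, which follows from shortening the day 0 lists most. Taking the authors' pooled lists raised every count, to 466407, 242155 and 269444 on days 0, 3 and 6, to 84181 gained and 308433 lost on day 3 against day 0, 115555 and 312518 on day 6 against day 0, 148905 and 121616 on day 6 against day 3, and 98485 on all 3 days. Allowing 1 bin of distance gave 6731 gained on day 3 and 57373 on all 3 days. Median spans were 82.5, 80 and 80 kb at a q-value of 0.001 and 77.5, 82.5 and 82.5 kb in equal-length lists. The authors' links gave identical overlaps when 1 bp was enough, and 12.1% of links were on all 3 days among those in the upper part of each table by score (split at the median).

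Fewer windows were lower in equal-length lists (934 on day 3 and 1469 on day 6 against day 0), with a minimum mean of 10 (1706 on day 6 against day 0) and after number-dependent centring (1271), and more without a filter (4099). The full lists over the windows of the equal-length lists gave 873 lower on day 3 and 1470 on day 6 against day 0, so the smaller set of windows lowers these counts by itself. Windows of 250 kb, of which fewer were tested, gave 501 higher and 872 lower on day 3 against day 0, 619 and 1625 on day 6 against day 0, and 604 and 1077 on day 6 against day 3. No scaling gave 198 higher and 2630 lower on day 3 against day 0, 435 higher on day 6 against day 0, and 1001 lower on day 6 against day 3. With each library left out in turn, higher windows ranged from 161 to 1067 and lower ones from 315 to 1622 on day 3 against day 0, from 429 to 1067 and from 691 to 2791 on day 6 against day 0, and from 539 to 914 and from 828 to 1896 on day 6 against day 3, where a lone library was assumed to vary like the other days.

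Median-of-ratios scaling gave 10 higher loci on day 6 against day 0, and matched-region centring 13 higher on day 6 against day 3. No scaling gave 1 higher and 17 lower on day 3, and 6 higher and 14 lower on day 6, against day 0. Median-of-ratios scaling kept 53 of the 64 locus calls and no scaling 39, while a q-value of 0.001 kept 54 and equal-length lists 58 of the 62 that could be tested. With libraries left out, 4 to 6 loci were lower on day 3 and 9 to 14 higher on day 6 against day 0. For each value in this part whose cause is not given by construction, the cause was not tested.

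Without scaling, directions reversed on day 6 against day 0 for the EDC (-0.25), the desmosomal cadherin cluster (-0.65), TP63 (-0.62), GRHL3 (-0.30), MYC (-0.155) and ITGB4 (-0.33), and on day 3 against day 0 for the type I keratin cluster (-0.67), the desmosomal cadherin cluster (-0.93), the SERPINB cluster (-0.52), TFAP2A (-0.0484), MYC (-0.0844), ITGA6 (-0.41) and CAV1 (-0.18). Dividing by list length raises shorter lists, so this follows from the scaling. Matched-region centring reversed the type I keratin cluster (-0.52 on day 3 and -0.00453 on day 6 against day 0), the desmosomal cadherin cluster (-0.33 and -0.34, and -0.0112 on day 6 against day 3), and TP63 (-0.26), GRHL3 (-0.0522) and MYC (-0.21) on day 6 against day 0. Equal-length lists reversed the type I keratin cluster on day 3 (-0.0219) and the desmosomal cadherin cluster on days 3 and 6 (-0.30 and -0.10) against day 0, and median-of-ratios scaling the latter (-0.11 and -0.0500) and TP63 on day 6 (-0.0171). With libraries left out, the desmosomal cadherin cluster ranged from -0.12 to 0.28 on day 3 against day 0 and from -0.0437 to 0.42 on day 6 against day 3. The cause was not tested.

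Fits for genes (including a TSS within 5 kb) and tests of gene lists (camera and fry), with all their variants, were not run, since they need hg19 gene positions. Leaving out a library gives no count of reproducible interactions, which need both libraries of a day.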

Other observations

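Loci also differed in how their reproducible interactions were arranged. At EGFR a single bin, from 55085001 on chromosome 7, had the most partners on all 3 days, 84 on day 0, 75 on day 3 and 20 on day 6, and all 22 interactions left on day 6 were present on all 3 days. SMAD3 likewise kept its busiest bin, from 67515001 on chromosome 15, with 52, 26 and 19 partners, and LAMA3 its bin from 21450001 on chromosome 18, with 48, 8 and 5. In the EDC the busiest bin moved along chromosome 1, from 153535001 on day 0 (63 partners) to 152020001 on day 3 (27) and 152875001 on day 6 (59). TP63 had its busiest bin from 189555001 on day 0 (49 partners), from 189230001 on day 3 (56) and from 189660001 on day 6 (31) on chromosome 3, and 176 of its interactions were gained on day 3 against day 0 while 193 were lost from day 3 to day 6. At KLF4 the median span of reproducible interactions was 560 kb on day 0, 822.5 kb on day 3 and 825 kb on day 6, far above the 85 kb median of all called interactions on days 3 and 6. These are values from 2 libraries per day with no test.

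The tests that follow were chosen only after the results were seen, apart from the equal-length lists themselves, which were planned. More windows fell than rose against day 0. In lists of equal length 53.6% of called windows were higher on day 3 and 42.7% on day 6 against day 0 (46.0% to 58.5% and 41.4% to 50.7% with each library left out), where 38.5% and 29.7% were higher in the full lists. These lists also differ in the windows tested and in the lowest score kept per library. Over the windows of the full lists, equal length moved the share from 38.5% to 48.6% on day 3 and from 29.7% to 36.6% on day 6 (40.5% to 49.3% and 36.5% to 41.6% with each library left out), and over those of the equal-length lists from 50.2% to 53.6% and from 40.4% to 42.7%. List length also decides which windows are tested, so its part in the falls and that of the choice of windows cannot be told apart on either day. Fewer contacts on the later days stay open too, since depth is unknown. The 15 splits of the 6 libraries into 3 pairs are too few for a share under 0.05. The real split, 1 of the 15, called 4506 windows in the moderated F test. The highest other split called 139 (129 among splits whose pairs each join both replicate numbers). That test counts windows without direction, so it cannot decide why more windows fell than rose. Every other split also joins libraries of different days, which puts day differences into the spread within its pairs and lowers its count.

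Windows of the EDC went both ways on day 6 against day 0. A shift that follows the number of interactions per window is not the whole cause, since 90.0% of the 10 called windows, 7 higher and 2 lower, kept call and direction after number-dependent centring. A single library is not the cause either, since in all 4 fits without 1 library of day 0 or day 6 windows were called in both directions. Both called falls were at the centromeric end. At the telomeric end the window from 153500001 did not pass the threshold (-0.38, adjusted p = 0.259) but did after that centring (-0.84, adjusted p = 0.00777). Shorter day 6 lists would lower the numbers as called. In the 8 windows called higher, other than that from 153400001, both day 6 libraries held more interactions than either day 0 library. The window from 152400001 went from 23 and 21 to 66 and 124, and that from 152800001 from 78 and 99 to 127 and 195. The window from 153400001 held 70 and 80 on day 0 and 55 and 78 on day 6. These numbers argue against list length as the cause of those rises. The part of list length in the 2 falls was not tested, nor was any biological explanation.

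EGFR, CAV1 and the HOXA cluster all lie on chromosome 7 and were lower on day 6 than on day 0. All 3 stayed past the threshold after centring on regions with similar numbers (-2.08, -1.07 and -1.92), so a shift that follows the number of interactions is not the whole cause. A shift of the whole chromosome stays open. The windows of chromosome 7 outside the loci had a median change of -0.451 after number-dependent centring, with quartiles of -1.29 and 0.642. That median is nearer 0 than the change of any of the 3 loci, but the windows spread widely and were centred in another way. Regions of chromosome 7 with the same length and similar numbers as EGFR, CAV1 and the HOXA cluster, centred the same way, had medians of -0.66, -2.13 and -0.615. Of these regions 7.34% changed as much as EGFR or lower, 66.7% as much as CAV1 and 21.4% as much as the HOXA cluster, but they overlap each other and only 21 were like CAV1. ACTB, also on chromosome 7, was higher after the same centring (0.97, adjusted p = 0.0487), though its change turned to -0.22 without scaling. The share of CAV1 was higher on day 3 than on day 0 (0.83, adjusted p = 0.00107), which turned to -0.18 without scaling, and no biological explanation was tested.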
